# Endothelial Cell-Selective Adhesion Molecule Expression in Hematopoietic Stem/Progenitor Cells Is Essential for Erythropoiesis Recovery after Bone Marrow Injury

**DOI:** 10.1371/journal.pone.0154189

**Published:** 2016-04-25

**Authors:** Takao Sudo, Takafumi Yokota, Daisuke Okuzaki, Tomoaki Ueda, Michiko Ichii, Tomohiko Ishibashi, Tomomi Isono, Yoko Habuchi, Kenji Oritani, Yuzuru Kanakura

## Abstract

Numerous red blood cells are generated every second from proliferative progenitor cells under a homeostatic state. Increased erythropoietic activity is required after myelo-suppression as a result of chemo-radio therapies. Our previous study revealed that the endothelial cell-selective adhesion molecule (ESAM), an authentic hematopoietic stem cell marker, plays essential roles in stress-induced hematopoiesis. To determine the physiological importance of ESAM in erythroid recovery, ESAM-knockout (KO) mice were treated with the anti-cancer drug, 5-fluorouracil (5-FU). ESAM-KO mice experienced severe and prolonged anemia after 5-FU treatment compared to wild-type (WT) mice. Eight days after the 5-FU injection, compared to WT mice, ESAM-KO mice showed reduced numbers of erythroid progenitors in bone marrow (BM) and spleen, and reticulocytes in peripheral blood. Megakaryocyte-erythrocyte progenitors (MEPs) from the BM of 5-FU-treated ESAM-KO mice showed reduced burst forming unit-erythrocyte (BFU-E) capacities than those from WT mice. BM transplantation revealed that hematopoietic stem/progenitor cells from ESAM-KO donors were more sensitive to 5-FU treatment than that from WT donors in the WT host mice. However, hematopoietic cells from WT donors transplanted into ESAM-KO host mice could normally reconstitute the erythroid lineage after a BM injury. These results suggested that ESAM expression in hematopoietic cells, but not environmental cells, is critical for hematopoietic recovery. We also found that 5-FU treatment induces the up-regulation of ESAM in primitive erythroid progenitors and macrophages that do not express ESAM under homeostatic conditions. The phenotypic change seen in macrophages might be functionally involved in the interaction between erythroid progenitors and their niche components during stress-induced acute erythropoiesis. Microarray analyses of primitive erythroid progenitors from 5-FU-treated WT and ESAM-KO mice revealed that various signaling pathways, including the GATA1 system, were impaired in ESAM-KO mice. Thus, our data demonstrate that ESAM expression in hematopoietic progenitors is essential for erythroid recovery after a BM injury.

## Introduction

Numerous hematopoietic cells are perpetually generated from hematopoietic stem/progenitor cells that exist primarily in the bone marrow (BM) after birth. Among the various types of hematopoietic cells, red blood cells are indispensable to maintain our day-to-day activities throughout life. Indeed, 2–3 million erythrocytes are produced each second in the adult human. An increase in erythropoiesis is required in times of stress, particularly after receiving chemo-radio therapy for cancer treatment.

It is not hematopoietic stem cells (HSCs) or multi-potent hematopoietic progenitor cells (HPCs), but erythroid-specific highly proliferative progenitors, that are thought to play critical roles in supporting the large daily output of red blood cells. Progenitors at the burst forming unit-erythrocyte (BFU-E) level are likely to constitute immature erythroid-restricted progenitors, which possess considerable proliferation potential [1]. These progenitors progressively differentiate into erythroblasts and reticulocytes to produce a tremendous number of mature erythrocytes. Additionally, macrophages appear to play important roles during differentiation. A structural unit called the erythroblastic island, which consists of a central macrophage surrounded by erythroid progenitors at various differentiation stages, can be found in the fetal liver and the BM [2]. Furthermore, Chow et al. have recently shown that CD169^+^ macrophages promote erythroid maturation under both homeostatic and stress conditions by acting like a “niche” for erythroblasts [3].

Accumulating evidence has indicated that molecular crosstalk between erythroblasts and macrophages is important for late erythrocyte maturation. Cell surface proteins such as integrin families or adhesion molecules have been shown to mediate interactions between erythroblasts and central macrophages [4, 5]. Soni et al. reported that the erythroblast macrophage protein, which is expressed in both erythroblasts and macrophages, mediates cell-cell interactions and is required for erythroblast enucleation [6]. However, numerous questions regarding the molecular mechanisms mediating the interactions between early erythroid progenitor cells and their environment remain to be answered.

We previously reported that endothelial cell-selective adhesion molecule (ESAM) expression is a biomarker of HSCs in mice and is useful to trace the activation of HSCs upon BM injury [7, 8]. ESAM is functionally important for hematopoiesis because ESAM deficiency causes severe BM suppression after administration of the anti-cancer drug, 5-fluorouracil (5-FU) [7]. Among the diverse hematopoietic lineages, the erythroid lineage is the most sensitive to ESAM deficiency. However, it remains unclear what stage of erythropoiesis is impaired and what mechanisms are involved in the severe and prolonged anemia seen in ESAM-deficient mice after 5-FU treatment. In this study, we analyzed how ESAM deficiency influences the early stages of erythropoiesis. Our data provide a novel scenario in which ESAM expression in hematopoietic progenitors plays a critical role in restoring erythropoiesis after BM injury.

## Materials and Methods

### Mice

Wild-type (WT) C57BL/6 mice were obtained from CLEA Japan (Shizuoka, Japan). ESAM-knockout (KO) mice were developed by Dr. T. Ishida (Kobe University, Japan) [9]. Mating of heterozygous male and female mice was routinely performed to generate homozygous and heterozygous ESAM-KO and WT mice. Three types of PCR primers were used to genotype ESAM-KO mice, as previously documented [10]. The congenic C57BL/6 strain (C57BL/6SJL; CD45.1 alloantigen) was purchased from Jackson Laboratories (Bar Harbor, ME) and used for transplantation experiments. All mice used in this study were 8 to 12 weeks old. Animal studies were performed with the approval of the Institutional Review Board of Osaka University (Permit Number: 25-098-006).

### Antibodies and Reagents

The 5-FU was purchased from Kyowa-Hakko Kirin (Tokyo, Japan). Purified anti-Ly6G and Ly6C/Gr1 (RB6-8C5) monoclonal antibodies (mAbs), phycoerythrin (PE)-conjugated anti-CD3e (145-2C11), Mac1 (M1/70), Ly6G and Ly6C/Gr1 (RB6-8C5), Ter119, CD45.1 (A20), and CD71 (C2) mAbs, fluorescein isothiocyanate (FITC)-conjugated anti-CD34 (RAM34), CD11b/Mac1 (M1/70), Ly6G and Ly6C/Gr1 (RB6-8C5), CD45R/B220 (RA3-6B2), Ter119, and CD3e (145-2C11) mAbs, allophycocyanin (APC)-conjugated anti-CD117/c-Kit (2B8) mAb, phycoerythrin-Cy7 (PE-Cy7)-conjugated anti-Sca1 (Ly6A/E; D7) mAb, PerCPCy5.5-conjugated anti-CD45.2 (104) mAb, Alexa Fluor 647-conjugated anti-CD19 (1D3) mAb, streptavidin- phycoerythrin (SAv-PE), and streptavidin- phycoerythrin-Texas red (SAv-PE-TR) were purchased from BD Pharmingen (San Diego, CA). Purified anti-CD3 (17A2), Mac1 (M1/70), and Ter119 mAbs, PE-conjugated anti-CD105/Endoglin (MJ7/18) and CD115 (AFS98) mAbs, PE-Cy7-conjugated anti-Ly6G and Ly6C/Gr1 (RB6-8C5) mAb, biotinylated anti-CD41 (eBioMWReg30) mAb, and PerCPCy5.5-conjugated anti-CD16/CD32 (93) mAb were purchased from eBioscience (San Diego, CA). PE-conjugated anti-CD150 (TC15-12F12.2), CD45R/B220 (RA3-6B2), and IL7Rα (A7R34) mAbs, FITC-conjugated anti-F4/80 (BM8) mAb, APC-Cy7-conjugated anti- CD16/CD32 (93) mAb, and PerCPCy5.5-conjugated anti- CD117/c-Kit (2B8) mAb were purchased from BioLegend (San Diego, CA). A rat anti-mouse ESAM (1G8) mAb was purchased from BioLegend. The antibody was biotinylated in our laboratory using Sulfo-NHS-LC-Biotin (Thermo Fisher Scientific, Rockford, IL).

### Flow Cytometry

Cells were obtained from adult mouse tissues as indicated in each experiment. Splenocytes and BM cells of the femora and tibiae were resuspended in staining buffer (PBS containing 3% fetal bovine serum). Then, the cells were stained with the indicated antibodies. Lin Abs contained anti-Mac1, Gr1, CD3e, CD45R/B220, and Ter119 Abs. A biotinylated anti-ESAM Ab was developed with SAv-PE or SAv-PE-TR. PE-conjugated, SAv-PE, and SAv-PETR Abs were diluted 1:100, and other Abs were diluted 1:50 in staining buffer. Flow cytometry analyses were performed with FACSAria or FACSCanto (BD Bioscience, San Jose, CA). Data analyses were performed using the FlowJo software (Tree Star, San Carlos, CA). Absolute cell numbers in each population from a pair of femora and tibiae, or spleen, was calculated by multiplying total cell count by its percentage.

### Detection of Erythroblastic Islands

The experiments were performed following a protocol described by Chow et al. [3]. Briefly, flushed BM cells were stained with F4/80-FITC and Ter119-PE Abs for 2 h at room temperature. Then, cells were diluted 3.5-fold in FACS buffer and flow cytometry analyses were performed using an SH800 cell sorter (Sony, Tokyo, Japan).

### Cell Isolation

WT and ESAM-KO mice were treated with a single 5-FU injection (120 mg/kg) and sacrificed 8 days after treatment. BM cells obtained from the femora and tibiae were stained with FITC- anti-Lin Abs in combination with PE-anti-CD150, PerCPCy5.5-anti-c-Kit, APC-anti-endoglin, PE-Cy7-anti-Sca1, APC-Cy7-anti-FCγR, and biotinylated anti-CD41 Abs. Subsequent to staining with SAv-PE-TR, Lin^-^ FCγR^-/Lo^ CD41^Lo^ c-Kit^+^ Sca1^-^ endoglin^+^ CD150^+^ pre colony forming unit-erythrocyte (CFU-E) cells were sorted with FACSAria (BD Bioscience). The purity of the sorted cells was routinely confirmed by using a portion of each sorted population, and was determined to be higher than 97%.

### Methylcellulose Cultures

Splenocytes and BM cells were isolated from WT and ESAM-KO mice. Nucleated cells were plated in methylcellulose media (StemCell Technologies, Vancouver, Canada). Then, 2 × 10^5^ or 1 × 10^5^ BM cells were plated for counting BFU-E or CFU-E, respectively. At 5-FU day 0, 2 × 10^5^ splenocytes were plated to count both BFU-E and CFU-E. 1 × 10^6^ or 2 × 10^5^ 5-FU-treated splenocytes (day 8) were plated for counting BFU-E or CFU-E, respectively. Cells were plated in Methocult M3334 for CFU-E assays and in Methocult SF M3436 for BFU-E assays. To evaluate colony numbers in peripheral blood (PB), nucleated cells derived from 100 μL of PB were plated in methylcellulose media (Methocult GF M3434). To evaluate colony numbers in sorted common myeloid progenitors (CMPs) or granulocyte-monocyte progenitors (GMPs), cells were plated in Methocult GF M3434. CFU-E and BFU-E were scored at 3 and 9 days after incubation, respectively. Granulocyte colony-forming units (CFU-G), macrophage colony-forming units (CFU-M), granulocyte-macrophage colony-forming units (CFU-GM), and mixed erythroid-myeloid colony-forming units (CFU-Mix) were scored at 8 to 10 days after incubation. An absolute number of each colony isolated from a pair of femora and tibiae or spleen was calculated by colony count and total cell number.

### Microarray

Total RNA samples from sorted cells were isolated using the RNeasy Mini Kit (Qiagen, Venlo, Netherlands). Then, the RNA samples were amplified and converted into cDNA using the ovation Pico WTA System V2 (NuGEN, San Carlos, CA). Gene expression profiling using the SurePrint G3 mouse 8x60K microarray assay (Agilent Technologies, Santa Clara, CA) was performed by Takara Bio (Otsu, Japan). Two criteria were used to normalize and compare the values of WT and ESAM-KO pre CFU-E and define the signal ratios: more than a 2-fold increase or less than a 2-fold decrease. Bioinformatic analyses were conducted with Ingenuity Pathway Analysis software (Ingenuity Systems; Qiagen). The raw data have been accepted in Gene Expression Omnibus (GEO), a public repository for microarray data, aimed at storing Minimum Information About Microarray Experiments (MIAME). Access to data concerning this study can be found under GEO experiment accession number (GSE 73496).

### Statistical Methods

Statistical analyses were conducted using a standard Student’s *t*-test. Error bars used throughout represent the standard error of the mean (SEM). Statistical significance was taken at values of *P < 0.05, **P < 0.01, and ***P < 0.001.

## Results

### ESAM Deficiency Causes Severe Anemia after 5-FU Treatment

We have previously reported that ESAM-KO mice exhibit a more life-threatening pancytopenia than WT mice within 10 days after a single 5-FU injection [7]. In this study, we administered 5-FU to WT and ESAM-KO mice and monitored blood cell counts up to day 20 (Fig 1A). Once again, we confirmed that ESAM deficiency caused severe pancytopenia. Twenty percent of ESAM-KO mice showed a severe reduction in both the white blood cell (WBC) count and hemoglobin (Hb) levels, and died before hematopoietic recovery. The surviving ESAM-KO mice sharply recovered their WBC count and platelet levels after day 10, but their anemia was severe and prolonged in comparison to WT mice. Indeed, in more than half of the 5-FU-treated ESAM-KO mice, the Hb values fell under 7 g/dL on day 10. The reticulocyte number in the PB of 5-FU-treated ESAM-KO mice at day 8 was significantly reduced compared to that of WT mice (Fig 1B). Ooi et al. reported that ESAM-KO mice exhibited no differences in the frequencies of mature cell populations [11]. WBC subset analysis showed that 5-FU-treated ESAM-KO mice also exhibited no differences in the percentage of neutrophil, monocyte, and lymphocyte subsets (Fig 1C). These results suggested that erythropoiesis dysfunction, particularly after BM injury, is a prominent phenotype in ESAM-KO mice.

**Fig 1:**
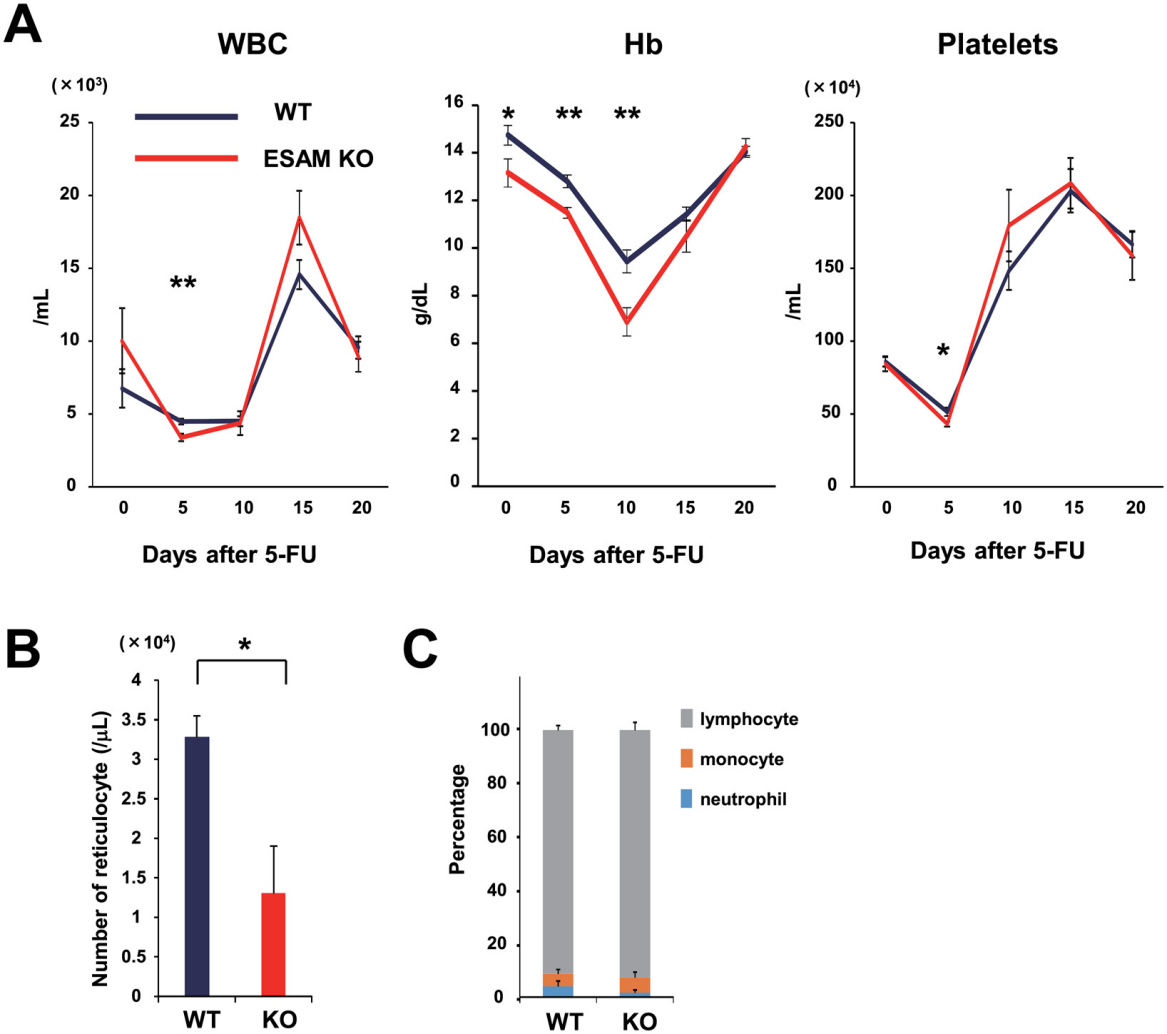
ESAM deficiency caused serious and prolonged anemia after 5-FU treatment. (A) WT or ESAM-KO mice were intravenously administered with a single 200 mg/kg dose of 5-FU to then examine the PB every 5 days (up to day 20) using a blood cell analyzer (KX-21, Sysmex) (n = 10 in each). WBC, Hb, and platelet counts were plotted. Two ESAM-KO mice died between day 10 and day 15 after 5-FU treatment. (B, C) WT or ESAM-KO mice were administered 150 mg/kg of 5-FU and PB analyses were performed at day 8. (B) The number of reticulocytes were quantified by visual counting (n = 3). (C) The mean percentage of neutrophil, monocyte, and lymphocyte subsets in WBC were quantified by visual counting (n = 3). Data are shown as mean ± SEM. Statistically significant differences are represented by asterisks (*P < 0.05, ** *P* < 0.01).

### ESAM Deficiency Reduces Erythroid Progenitors in Spleen, but Not in BM, under Homeostatic Conditions

ESAM-KO mice showed slight anemia, even under homeostatic conditions. Because the number of Lin^-^ Sca-1^+^ c-Kit^Hi^ (LSK) cells in the BM, which contains HSCs and multipotent HPCs, did not differ between WT and ESAM-KO mice [7, 12], we inferred that additional lineage-restricted progenitors might be affected, resulting in the anemic phenotype observed in ESAM-KO mice. Thus, we first examined the Lin^-^ Sca-1^-^ c-Kit^+^ fraction, which contains non-lymphoid multipotent progenitors, and estimated the number of common myeloid progenitors (CMPs), granulocyte-monocyte progenitors (GMPs), and megakaryocyte-erythrocyte progenitors (MEPs) [12]. We found no significant differences between the homeostatic BM progenitors of WT and ESAM-KO mice (Fig 2A and 2B). Methylcellulose colony assays for BFU-E and CFU-E showed no differences between WT and ESAM-KO mice (Fig 2E). Flow cytometry of cells stained with anti-c-Kit, Ter119, and CD71 antibodies could identify the later stage of erythroid progenitors as c-Kit^-^ Ter119^+^ CD71^Hi^ or erythroblast subpopulations defined by forward scatter (FSC) in combination with Ter119 and CD71 [13, 14]. There was no obvious reduction, even in this mature erythroid progenitor population of ESAM-KO mice (Fig 2F and S1A and S1B Fig). These results suggested that ESAM deficiency does not affect erythropoiesis in the BM under homeostatic conditions.

**Fig 2:**
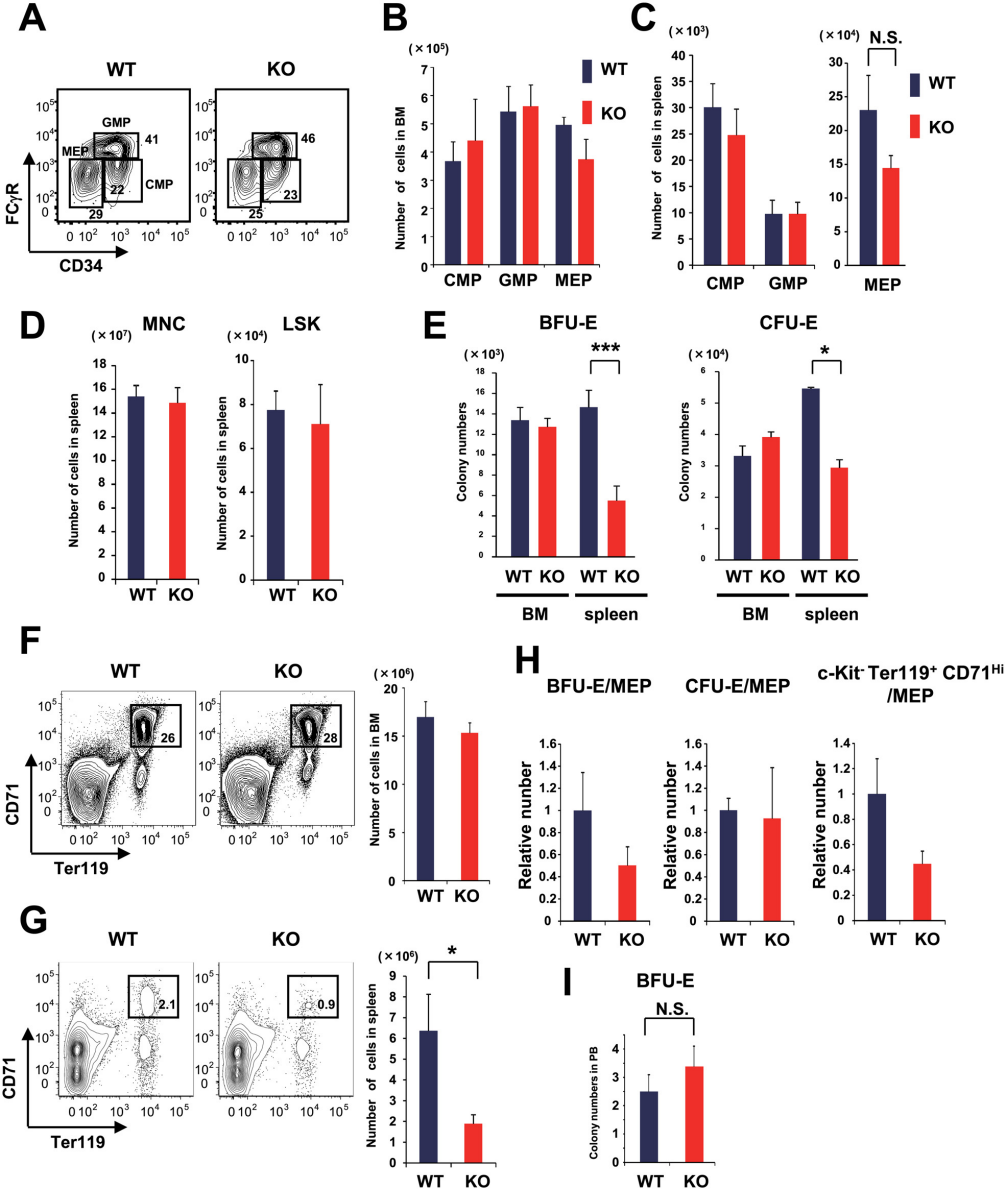
ESAM deficiency caused reduced erythropoiesis potential in the spleen, but not in the BM. WT and ESAM-KO mice were sacrificed, and flow cytometry (FACS) analyses or methylcellulose colony cultures were performed. (A) The representative FACS profiles of the Lin^-^ IL-7Rα^-^ c-Kit^+^ Sca1^-^ fraction of WT and ESAM-KO BM cells are shown. Each number indicates the percentage of FCγR^Lo^ CD34^+^ CMP, FCγR^Hi^ CD34^+^ GMP, or FCγR^Lo^ CD34^-^ MEP population within the Lin^-^ IL-7Rα^-^ c-Kit^+^ Sca1^-^ fraction. (B) The numbers of CMPs, GMPs, and MEPs in the BM are shown (n = 5 in each). (C) The numbers of CMPs, GMPs, and MEPs in the spleen are shown (n = 4 in each). (D) The number of total mononuclear cells (MNC) and LSK cells in the spleen are shown (n = 4 in each). (E) BM cells and splenocytes were subjected to methylcellulose colony formation assays for counting BFU-E and CFU-E. Each bar represents the number of BFU-E (left panel) or CFU-E (right panel) in the BM and spleen (BM; n = 6 in each, spleen; n = 5 in each). (F-G) Representative FACS profiles of c-kit^-^ fractions of BM cells (F) and splenocytes (G) from WT and ESAM-KO mice are shown. In the panels, each number indicates the percentage of the Ter119^+^ CD71^Hi^ population in the c-Kit^-^ fraction. The numbers of c-Kit^-^ Ter119^+^ CD71^Hi^ cells in the BM and spleen are shown in the right graphs (n = 5 in each). (H) The relative numbers of BFU-E, CFU-E, and c-Kit^-^ Ter119^+^ CD71^Hi^ progenitors divided by the number of MEP in WT or ESAM-KO mice’s spleen are shown. (I) The number of BUF-E in nucleated cells derived from 100 μL of PB is shown (n = 4 in each). The blue bars represent the results for the WT mice, and the red bars represent those of ESAM-KO mice. Data are from one of two independent experiments that gave similar results. Data are shown as mean ± SEM. Statistically significant differences are represented by asterisks (*P < 0.05, **P < 0.01, *** *P* < 0.001).

A comparative evaluation was also performed for the spleen. While no apparent differences were observed in the number of total mononuclear cells (MNC), LSK cells, CMPs, and GMPs between WT and ESAM-KO mice, a slight decrease in MEPs in ESAM-KO mice’s spleens was repeatedly detected (Fig 2C and 2D). A significant reduction was observed in colony formation of both BFU-E and CFU-E from ESAM-KO mice’s spleens (Fig 2E). Furthermore, proerythroblasts, c-Kit^-^ Ter119^+^ CD71^Hi^, or Ter119^Hi^ CD71^Hi^ FSC^Lo^ mature erythroid progenitor levels also significantly decreased (Fig 2G and S1C and S1D Fig). To compare erythroid maturation from MEP levels in the spleen, we determined counts of each progenitor per MEP. A reduction of BFU-E and c-Kit^-^ Ter119^+^ CD71^Hi^ counts (calculated per MEP) was observed in ESAM-KO mice compared to that in WT mice, but this difference was not significant (Fig 2H). Because BFU-E counts from PB showed no differences between WT and ESAM-KO mice, circulating erythroid progenitors were not increased in ESAM-KO mice at steady state (Fig 2I). Taken together, these results suggest that erythroid cell production, particularly in the spleen, is compromised in ESAM-KO mice. This might account for the slight anemic phenotype of steady state ESAM-KO mice [7].

### Erythropoiesis Was Severely Damaged in ESAM-KO Mice after 5-FU Treatment

Erythropoiesis in ESAM-KO mice was found to be sensitive to 5-FU treatment (Fig 1A). To determine the stage at which the erythroid lineage differentiation was sensitive to the myelo-suppressive treatment, WT and ESAM-KO mice were treated with 150 mg/kg of 5-FU to perform a detailed evaluation of the erythroid progenitors in the BM and the spleen, 8 days after treatment. We observed that CMPs, GMPs, and MEPs were decreased in the BM of ESAM-KO mice, although these differences were not statistically significant due to a wide deviation among mice (Fig 3A). Colony assays showed that BM cells from ESAM-KO mice contained significantly fewer BFU-E and CFU-E (Fig 3B). Additionally, the number of c-Kit^-^ Ter119^+^ CD71^Hi^ mature erythroid progenitors in the BM of ESAM-KO mice was drastically reduced compared to that of WT mice (Fig 3D). The proerythroblast (Ter119^Med^ CD71^Hi^) population in BM cells and CD71^Hi^ FSC^Hi^ or the CD71^Hi^ FSC^Lo^ erythroblast population in Ter119^Hi^ cells was smaller in ESAM-KO mice compared to that in WT mice (S2A and S2B Fig). Next, to assess the colony-forming activity of each myeloid progenitor, we sorted CMPs, GMPs, and MEPs from 5-FU-treated BM, and performed colony formation assays. While MEPs, CMPs, or GMPs from ESAM-KO mice showed lower BFU-E, CFU-Mix, or CFU-G/M/GM forming activities, respectively, only the reduction of BFU-E derived from ESAM-KO MEPs was drastic (71% reduction) and significant compared to WT mice (Fig 3F–3H). These results suggested that ESAM expression is indispensable for erythroid proliferation from MEPs after 5-FU treatment.

**Fig 3:**
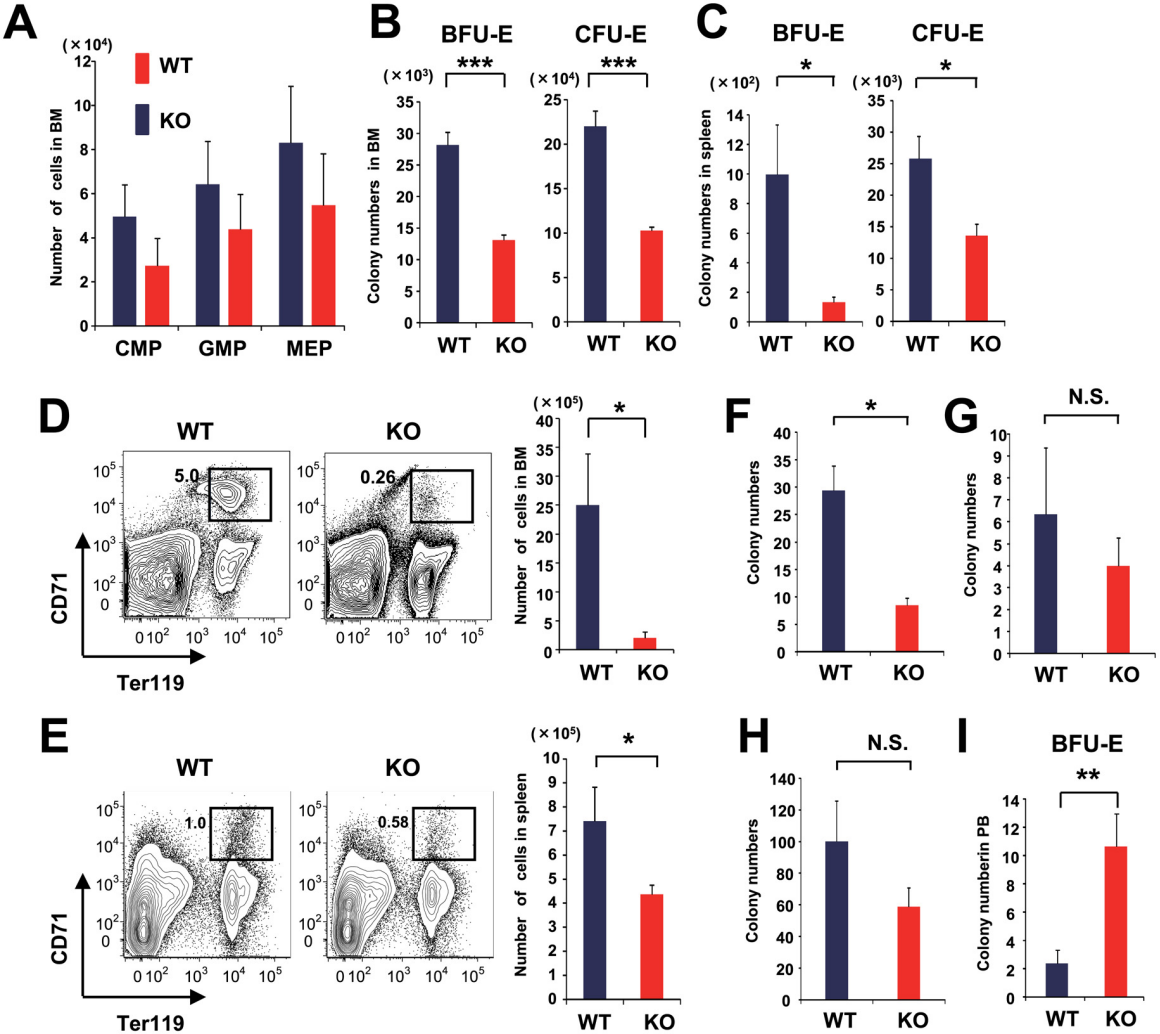
Erythroid progenitors in the BM and spleen are reduced in 5-FU-treated ESAM-KO mice. (A-I) WT and ESAM-KO mice were treated with 150 mg/kg of 5-FU, and FACS analyses or methylcellulose cultures were performed at day 8. Then, the number of myeloid and erythroid progenitors from BM, spleen, or PB was evaluated. (A) The number of CMPs, GMPs, and MEPs in BM is shown (n = 4 in each). (B-C) BM cells and splenocytes were subjected to methylcellulose colony formation assays for counting BFU-E and CFU-E. Each bar represents the number of BFU-E (left panel) or CFU-E (right panel) in BM (B) and spleen (C) (n = 6 in each). (D-E) In the left panels, representative FACS profiles of BM (D) and spleen (E). In the right panels, quantification of c-Kit^-^ Ter119^+^ CD71^Hi^ cells in BM (D) and spleen (E) (BM; n = 7 in each, spleen; n = 6 in each). (F-H) CMPs, GMPs, and MEPs were sorted from 5-FU-treated BM of WT or ESAM-KO mice. Then, 1 × 10^3^ MEPs, 2× 10^2^ CMPs, or 1 × 10^3^ GMPs were subjected to methylcellulose colony formation assays for counting BFU-E (F), CFU-Mix (G), or CFU-G/M/GM (H), respectively (n = 3 in each). (I) The numbers of BUF-E in nucleated cells derived from 100 μL of PB are shown (n = 5 in each). (A-I) The blue bars represent the results for the WT mice, and the red bars represent those of ESAM-KO mice. All data are from one of two independent experiments that gave similar results. Data are shown as mean ± SEM. Statistically significant differences are represented by asterisks (*P < 0.05, ** *P* < 0.01, *** *P* < 0.001).

Because the spleen serves as the main tissue for erythropoiesis after acute anemia [15–17], we also analyzed erythroid progenitors in the spleen after the 5-FU treatment. We found that splenocytes of ESAM-KO mice had lower colony forming activities of both BFU-E and CFU-E, although the total numbers of splenocytes in ESAM-KO mice were not significantly reduced compared to WT mice (Fig 3C and data not shown). We also detected a severe reduction of c-Kit^-^ Ter119^+^ CD71^Hi^ erythroid progenitors in ESAM-KO mice’s spleens (Fig 3E). FACS profiles of splenocytes with respect to erythroblast subpopulations are shown in S2C and S2D Fig. BFU-E counts from PB in 5-FU-treated ESAM-KO mice were significantly higher than WT mice (Fig 3I). It is possible that the reduced homing capacity of erythroid progenitors in ESAM-KO mice enhances the anemic phenotype after BM injury.

We also assessed the erythropoiesis response in a hemolytic anemia model induced by phenyl hydrazine (PHZ) treatment. Slight anemia was observed in ESAM-KO mice after PHZ administration in a trend consistent with that seen in the homeostatic condition (S3A Fig). However, we did not observe any significant differences between WT and ESAM-KO mice in the number of BFU-E or c-Kit^-^ Ter119^+^ CD71^Hi^ erythroid progenitors in the BM or spleen (S3B and S3C Fig). These results suggested that ESAM is not essential for erythroid proliferation after a red blood cell loss condition.

Next, we examined if hemolysis or defective production of erythropoiesis-related molecules might be involved in the severe anemia seen in ESAM-KO mice after 5-FU treatment. Serum bilirubin levels of 5-FU-treated ESAM-KO at day 8 were not significantly higher (compared to WT mice) (S4A Fig). Serum erythropoietin (EPO) levels of WT and ESAM-KO mice did not differ under homeostatic conditions (data not shown), and EPO concentrations in ESAM-KO mice sera increased after 5-FU treatment to levels higher than those in WT sera (S4B Fig). In addition, mRNA expression level of the erythropoietin receptor (*EpoR*) in ESAM-KO immature erythroid progenitors was higher compared to that in WT mice (S4C Fig). Regarding stem cell factor (SCF) expression, both protein and mRNA levels in the BM and the spleen were similar between 5-FU-treated WT and ESAM-KO mice (S4D and S4E Fig). Bone morphogenetic protein-4 (BMP-4) is also a stimulatory factor of stress erythropoiesis, especially in the recovery of acute anemia [17, 18]. The mRNA expression levels of *Bmp-4* in the BM and the spleen of 5-FU-treated ESAM-KO mice were comparable with those of 5-FU-treated WT mice at day 8 (S4F Fig). These results suggested that ESAM plays important roles in promoting acute erythropoiesis in both BM and spleen after myelo-suppressive events. The sensitivity of erythropoiesis in ESAM-KO mice is likely due to ESAM deficiency and not by indirect mechanisms including hemolysis or insufficient production of EPO, SCF, and BMP-4.

### ESAM Expression in Hematopoietic Cells Is Necessary for Hematopoietic Recovery

We previously observed that the recovery of the HSC-enriched LSK fraction after 5-FU treatment is delayed in ESAM-KO mice compared to WT mice [7]. Additionally, ESAM-KO mice experienced severe anemia after 5-FU treatment. Because ESAM is expressed in both endothelial and hematopoietic cells, it was unclear in which cells ESAM expression is essential for normal hematopoietic recovery. To address this issue, we made chimeric mice in our hematopoietic system by transplanting CD45.1 WT BM cells to CD45.2 ESAM-KO mice and CD45.2 WT BM cells to CD45.1 WT mice (Fig 4A). In the ESAM-KO mice recipients transplanted with WT BM cells, ESAM expression was absent in hematopoietic environmental cells, but present in hematopoietic cells. At 16 weeks after transplantation, these mice were analyzed in terms of the sensitivity of their hematopoietic system to 5-FU. Prior to 5-FU treatment, both WT and ESAM-KO recipient mice showed greater than 90% chimerism with transplanted cells in the PB (Fig 4B). The number of total BM MNC, CD3^+^ T cells, CD19^+^ B cells, MAC1^+^ myeloid cells, and LSK cells was not significantly different between 5-FU-treated WT and ESAM-KO mice at day 0 and day 8 (Fig 4C and 4D). Furthermore, no obvious reduction was observed in the 5-FU-treated ESAM-KO mice recipients regarding the number of c-Kit^-^ Ter119^+^ CD71^Hi^ mature erythroid progenitors or PB Hb levels at day 8 (Fig 4E and 4F). These results suggested that ESAM deficiency in the hematopoietic environment was not deleterious to the hematopoietic recovery.

**Fig 4:**
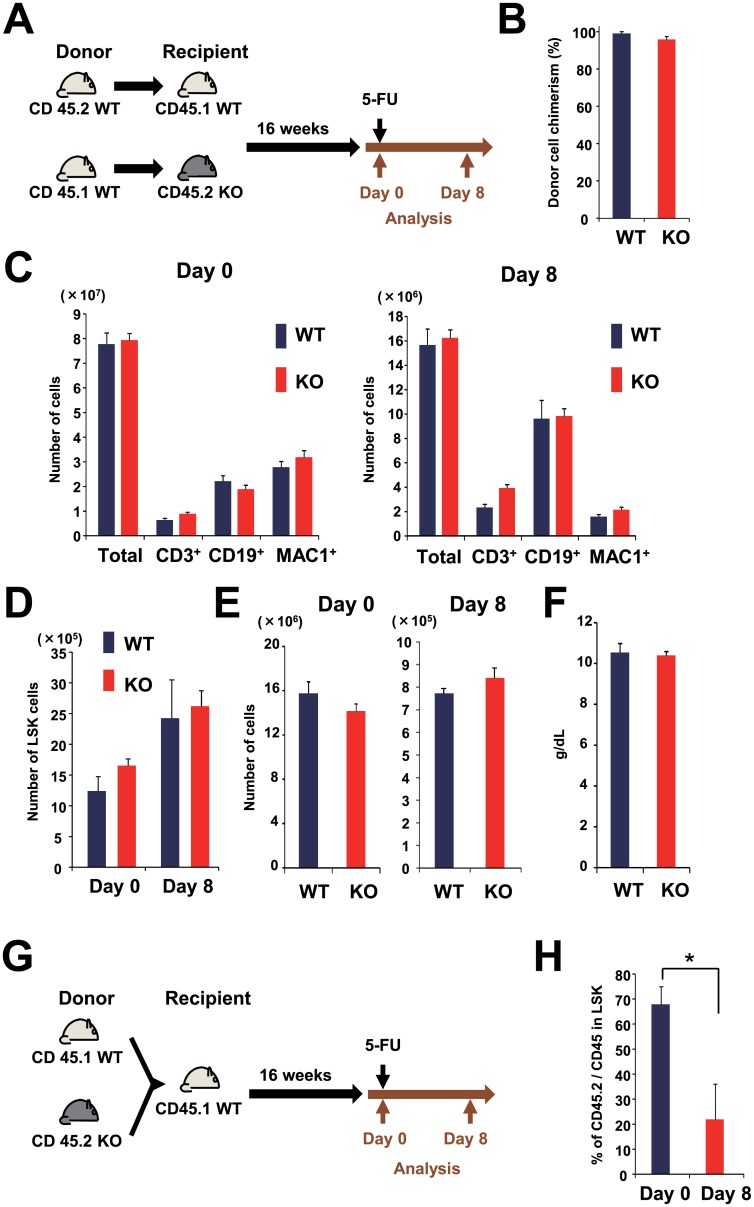
ESAM expression in hematopoietic cells is required for hematopoietic recovery after BM injury. (A-F) 1 × 10^6^ BM cells from CD45.1 WT or CD45.2 WT mice were transplanted to lethally irradiated CD45.2 ESAM-KO or CD45.1 WT mice, respectively (n = 8 in each group). Sixteen weeks after transplantation, half of each group was sacrificed at 5-FU day 0, and others were treated with 150 mg/kg of 5-FU and sacrificed at day 8. (A) A scheme of the transplantation protocol is shown. (B) PB chimerisms that were analyzed by FACS are shown. The blue bar represents the percentages of CD45.1^-^ CD45.2^+^ cell population among CD45^+^ cells in WT recipient mice, and the red bar represents the percentages of CD45.1^+^ CD45.2^-^ cell population in ESAM-KO recipient mice at stable state (5-FU day 0). (C-E) The number of BM cells from a pair of femora and tibiae was analyzed after 5-FU treatment (day 0 and day 8). The number of total BM MNC, CD3^+^ T cells, CD19^+^ B cells, MAC1^+^ myeloid cells (C), LSK cells (D), and c-Kit^-^ Ter119^+^ CD71^Hi^ erythroid progenitors (E) is shown. (F) PB Hb levels in 5-FU-treated WT and ESAM-KO mice recipients at day 8 are shown. (G, H) Equal amounts (2 × 10^5^) of BM cells from CD45.1 WT and CD45.2 ESAM-KO mice were mixed and transplanted to lethally irradiated CD45.1 WT mice (n = 6). Sixteen weeks after transplantation, half of them were sacrificed at 5-FU day 0, and others were treated with 150 mg/kg of 5-FU and sacrificed at day 8. (G) A scheme of the transplantation protocol is shown. (H) The percentages of CD45.1^-^ CD45.2^+^ cell population among the LSK fraction in the BM at 5-FU day 0 and day 8 are shown. Data are shown as mean ± SEM. Statistically significant differences are represented by an asterisk (*P < 0.05).

Next, we made chimeric mice by mixing equal amounts of BM cells from untreated CD45.1 WT and CD45.2 ESAM-KO mice to then transplant them into CD45.1 WT recipients (Fig 4G). Sixteen weeks after transplantation, the contribution of ESAM-KO-derived hematopoietic cells from the BM was evaluated. ESAM-KO BM cells were able to robustly contribute to the hematopoietic reconstitution of lethally irradiated recipients (Fig 4H, 5-FU day 0). However, after 5-FU treatment, chimerism of ESAM-KO-derived cells in the LSK population significantly decreased, compared to that before the 5-FU treatment (Fig 4H, 5-FU day 8). These results suggested that ESAM-deficient hematopoietic cells are more sensitive to chemotherapy than WT cells, and that ESAM expression in hematopoietic cells is indispensable for normal hematopoietic recovery.

### ESAM Levels in Erythroid Progenitors Were Up-Regulated after BM Injury

We previously observed that 5-FU or irradiation treatment markedly up-regulates ESAM expression levels in LSK cells [7] (S5 Fig). Given that ESAM expression in hematopoietic cells is essential for normal hematopoietic recovery after a BM injury, up-regulation of ESAM might occur in a wide range of hematopoietic progenitors. Thus, we performed a detailed comparison of ESAM expression levels in hematopoietic progenitors before and after 5-FU treatment.

While ESAM expression was virtually negative in CMPs, GMPs, or MEPs before 5-FU treatment, expression levels in these progenitor cells were up-regulated after treatment (Fig 5A). Because the histogram of ESAM expression showed bimodal peaks in the MEP fraction after 5-FU, we separated the MEPs into ESAM^-^ and ESAM^+^ subpopulations, and tested their differentiation potential. Methylcellulose colony assays showed that ESAM^+^ MEPs exhibited higher colony-forming activity than ESAM^-^ MEPs. Interestingly, the ESAM^+^ MEP fraction contained a substantial number of primitive progenitor CFU-Mix (S6 Fig). The Lin^-^ FCγR^-/Lo^ CD41^Lo^ c-Kit^+^ Sca1^-^ endoglin^+^ CD150^+^ cell population, called pre CFU-E, was reported to contain mostly BFU-E and CFU-E (Fig 5B and [19]). Even though these cells do not express ESAM at the steady state, ESAM is markedly up-regulated by 5-FU treatment (Fig 5C). In Ter119^-^ CD71^Hi^ and c-Kit^-^ Ter119^+^ CD71^Hi^ erythroid progenitors, ESAM was also up-regulated (Fig 5D). Because erythroid progenitors from all the stages described above were damaged in the 5-FU-treated ESAM-KO mice (Fig 3), ESAM expression in those erythroid progenitors might play important roles in acute erythropoiesis.

**Fig 5:**
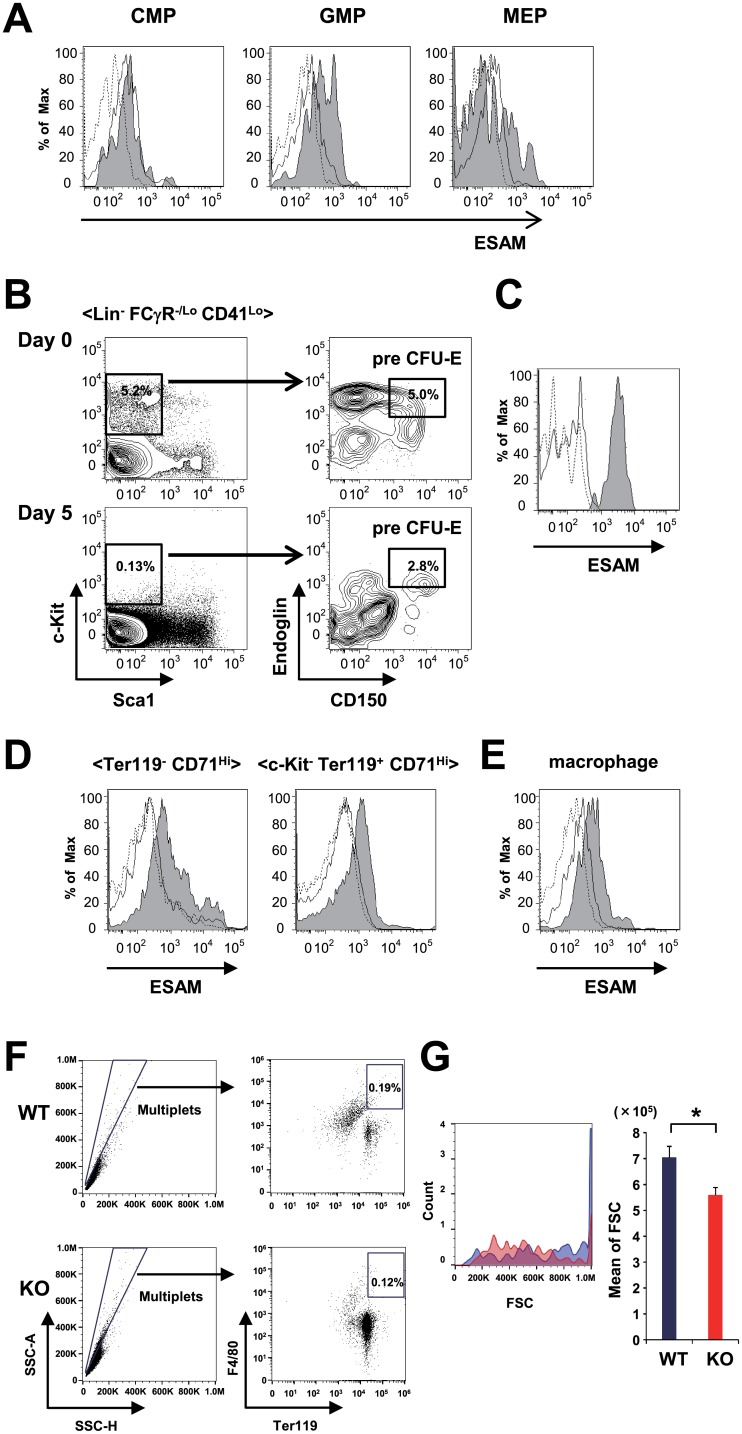
ESAM is up-regulated after 5-FU treatment in erythroid progenitors and macrophages. (A-E) C57BL/6J WT mice were treated with a single intravenous 5-FU (150 mg/kg) injection, and ESAM expression levels in myeloid or erythroid progenitors and macrophages in the BM were evaluated by FACS. In each histogram, the solid line and tinted line show ESAM levels after 5-FU treatment at day 0 (control) and day 5, respectively. The background level is added to each panel with an isotype control Ab (dashed line). (A) ESAM expression levels of CMP, GMP, and MEP fractions are shown. (B) Representative FACS profiles of pre CFU-E cells in BM after 5-FU treatment at day 0 and day 5 are shown. (C) ESAM expression levels in the pre CFU-E fraction are shown. (D) ESAM expression levels in the Ter119^-^ CD71^Hi^ fraction and the c-Kit^-^ Ter119^+^ CD71^Hi^ fraction are shown. (E) ESAM expression levels of Gr1^-^ F4/80^+^ CD115^Int^ SSC^Int/Lo^ macrophages are shown. (F) Representative FACS profiles of BM cells from 5-FU-treated WT and ESAM-KO mice (150 mg/kg) at day 8 are shown. Each number indicates the percentage of F4/80^+^ Ter119^+^ multiplets (erythroblastic islands). (G) In the left histogram, cell sizes determined by FSC in the erythroblastic island population of WT (blue) and ESAM-KO (red) mice are shown. In the right graph, the actual value of FSC is shown. Data are shown as mean ± SEM. Statistically significant differences are represented by an asterisk (*P < 0.05).

BM macrophages can be transplanted by standard BM transplantation methods and are candidates for the erythroid progenitor niche [3, 20]. Therefore, we analyzed ESAM expression levels in Gr1^-^ F4/80^+^ CD115^Int^ SSC^Int/Lo^ macrophages before and after 5-FU treatment [21]. Intriguingly, although most of those BM macrophages were ESAM-negative at the steady state, a substantial number of them became ESAM-positive after 5-FU treatment (Fig 5E). The number of erythroblastic islands that are in Ter119^+^ F4/80^+^ multiplets are not significantly different between WT and ESAM-KO mice (data not shown) [3]. However, FACS profiles showed that forward scatter (FSC) of erythroblastic islands in WT mice were significantly higher than those in ESAM-KO mice, suggesting that the mean size of erythroblastic islands of WT mice was larger than that of ESAM-KO mice (Fig 5F and 5G). These results suggested that the up-regulation of ESAM might be functionally involved in the interaction between erythroid progenitors and their niche components during stress-induced acute erythropoiesis.

### Various Signaling Pathways Are Inhibited in ESAM-Deficient Erythroid Progenitors after 5-FU Treatment

To determine the molecular mechanisms involved in the compromised erythropoiesis of ESAM-KO mice, Lin^-^ FCγR^-/Lo^ CD41^Lo^ c-Kit^+^ Sca1^-^ endoglin^+^ CD150^+^ cells were sorted from 5-FU-treated WT and ESAM-KO mice, and subjected to microarray analyses. 

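Each genotype was measured on 1 Agilent SurePrint G3 mouse array, hybridised with Cy3-labelled cDNA from pre CFU-E pooled from 3 mice that had received 120 mg/kg of 5-FU 8 days before. With 1 array per genotype there is no replicate, so no value below has an SD or a p-value, and a difference between the arrays cannot be separated from a difference between the pools, the sorts or the amplifications. The RNA was amplified with a whole transcriptome kit before labelling, and the authors deposited the scanner software's intensity for each spot, corrected for background within the array but not scaled between arrays. After control spots were left out, 59305 spots of 55680 probes remained. The intensity was well above background for 57.3% of the spots on the WT array and for 61.1% on the ESAM-KO array, and no spot was saturated. The 75th percentile of the intensity was 201.4 on the WT array and 251.1 on the ESAM-KO array. The log2 intensity of each array was set relative to that percentile, which lowers every log2 ratio of ESAM-KO over WT by 0.32 compared with unscaled values. Spots of one probe were averaged, and a probe was taken as above background where more than 50% of its spots were. Where a probe was not well above background on one array, its ratio is given as a bound, the bright array against the higher of the probe's own signal and the lowest signal well above background on the dim array. The files carry transcript accessions and no gene symbols. RefSeq tables named 27235 of the probes, for 20660 genes, and each gene was represented by its probe with the highest mean signal. The only probe named for the targeted gene, Esam (NM_027102), read 27.4 on the WT array and 20.6 on the ESAM-KO array, both near the lowest signals well above background, which were 12.6 and 13.2. Its log2 ratio was -0.73, with an error of 0.31 by the scanner software, lower in ESAM-KO by less than 2-fold, so that the array gives only a weak check of the genotypes. This ratio moved most with normexp background correction and quantile normalization, to -0.26.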

Bioinformatic analyses using the Ingenuity Pathway Analysis (IPA) software revealed that the ESAM deficiency affected various signaling pathways such as “hematological system development”, “cell-to-cell signaling and interaction,” and “cellular movement” (Fig 6A and 6B). 

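Of the named genes, 12615 were well above background on both arrays and 1529 on one array with a bound in that direction, which gave 14144 genes a ratio. For 6414 genes neither array was well above background. By more than 2-fold, 989 genes were higher and 1192 genes were lower in ESAM-KO than in WT, so that 54.7% of the genes past 2-fold were lower in ESAM-KO. This split depended on the scaling between the arrays. It was 28.8% without scaling, with 1805 genes higher and 729 lower, and 66.9% when each array was set to its median. The categories of the Ingenuity Knowledge Base were not used here.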

We focused on 65 genes that had the following characteristics: genes that were significantly affected by ESAM-deficiency and erythropoiesis-related genes (Fig 6C). 

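By the criterion of a more than 2-fold difference, 2181 genes, or 15.4% of those with a ratio, were changed between the ESAM-KO and WT arrays, and 592 of them rested on a bound. The count was 821 at 3-fold and 449 at 4-fold. Among the scalings, filters and probe summaries set in advance, it was lowest with the normexp correction and quantile normalization, at 722 genes, and highest without the filter on dim probes, at 4108. Among genes well above background on both arrays, 17.9% were past 2-fold in the dimmest quartile of signal, 19.1% and 10.8% in the next quartiles and 2.63% in the brightest. More than 1 probe was well above background on both arrays for 3056 genes. Of the 328 such genes past 2-fold, all probes moved in the same direction for 60.7%, compared with 47.1% when the probes were paired at random. At least 1 further probe was itself past 2-fold in the same direction for 24.7%. The erythropoiesis-related genes of the knowledge base were not used here, so their overlap with these genes was not counted.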

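The 5 largest falls and the 5 largest rises were taken from the genes with more than 1 probe well above background on both arrays and all probes moving in the same direction. The falls were those of Tsga10 (log2 ratio -3.57), Camp (-3.24), Pax9 (-3.20), Akap12 (-3.09) and Clcn2 (-3.05). Camp, which encodes an antimicrobial peptide of granulocytes, was the only one of these 5 whose other probe was also lower by more than 2-fold, at -3.10, whereas the other probes of the remaining genes lay between -0.96 and -0.51. The rises were those of Tspan5 (3.12), Rfx7 (1.99), Pcyox1 (1.89), Mettl8 (1.88) and Lrrc75a (1.84). The other probes of Mettl8 read 1.12 and 1.92 and that of Lrrc75a read 1.82, but the other probes of Tspan5, Rfx7 and Pcyox1 were within 2-fold, at 0.26, 0.65 and 0.48. With normexp, Rfx7 and Lrrc75a were within 2-fold, at 0.59 and 0.90.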

Then, out of these 65 genes, upstream regulator analyses were performed to identify transcriptional regulators that can explain the changes in diverse gene expression. As a result, seven significantly altered upstream regulators were determined (Fig 6D). Interestingly, those upstream regulators were all inhibited in the ESAM-KO-derived population. Among the identified regulators, GATA1 is known as a key transcription factor of erythropoiesis in immature stages [22, 23]. We then confirmed that some genes downstream of *Gata1* were down-regulated in ESAM-KO mice (Fig 6E). On the other hand, IKAROS family zinc finger 1 (*Ikzf1)* expression was up-regulated in ESAM-KO mice. 

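The paper's upstream regulator analysis used genes already past 2-fold on these same arrays. A count of its genes past 2-fold therefore retraces that selection and is not independent support. The genes shown downstream of Gata1 correspond to 14 genes on the array, when HBA1/HBA2 is read as Hba-a1 and HBB as Hbb-bs. Of these, 11 were lower in ESAM-KO by more than 2-fold. Besides the globin genes, these were Ets1, Hipk2, Il6ra, Il6st, Sox6, Alas2, Bcl2l1 and Cdkn1b. The log2 ratio of ESAM-KO over WT was -1.53 for Alas2, -1.16 for Cdkn1b, -1.14 for Il6st and -2.35 for Ets1. Cdkn1b and Il6st were within 2-fold without scaling between the arrays, at -0.84 and -0.82. Sox6 and Il6ra were not well above background on the ESAM-KO array, and were at least 10.6-fold and at least 3.39-fold lower. Bcl2l1 had a log2 ratio of -1.61 at its brighter probe and -0.67 at the other. Hipk2 was close to the criterion, with -1.02 at its brighter probe and -1.45 at the other, and was within 2-fold without scaling, at -0.70, and when scaled to the 75th percentile of the probes above background on both arrays, at -0.99. With normexp, Hipk2, Il6st and the bound of Il6ra were also within 2-fold, at -0.74, -0.56 and -0.55. Ets1 and the bound of Sox6 shrank to -1.40 and -1.39 with normexp, still past 2-fold. Il4 was not well above background on either array, with 1 of its 10 spots above it on the WT array and 0 on the ESAM-KO array. Selp was not well above background on the WT array and was at least 1.26-fold higher in ESAM-KO, past 2-fold only without the filter on dim probes or with a signal floor, with log2 ratios of its 9 spots without an outlier flag between -0.33 and 2.58.

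**Figure D1:**
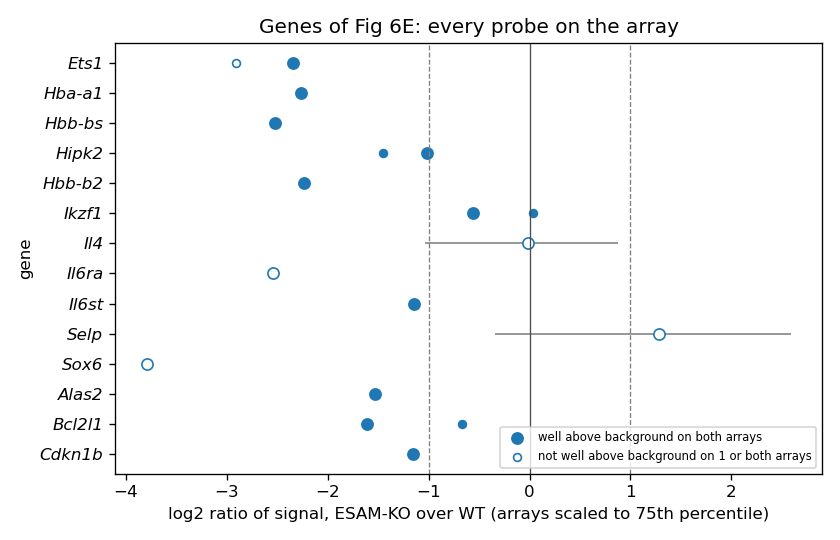
Log2 ratio of signal, ESAM-KO over WT, for every probe of the 14 genes, with each array scaled to its 75th percentile. Circles are probes, large for the brightest probe of a gene and small for the others, filled where the probe was well above background on both arrays and open where it was not, so that an open circle is not a measured ratio. Gray lines span the spots without an outlier flag for the probes of Il4 and Selp, and dashed lines mark 2-fold. The circles of Hipk2 lie at -1.02 and -1.45, both left of the lower dashed line.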

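The array held 2 probes named for Ikzf1 (NM_001025597), both well above background on both arrays. The brighter probe read 6786 in WT and 5738 in ESAM-KO, a log2 ratio of -0.56, and the dimmer one 864.5 and 1108, a log2 ratio of 0.04. Neither was past 2-fold, and the scanner software's error was 0.20 for each. For the brighter probe, the log2 ratio lay between -0.69 and -0.24 under the other scalings, filters and probe summaries.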

A previous study revealed that IKZF1 is a negative regulator for erythrocyte formation via repression of GATA1 [24, 25]. These results suggested that ESAM up-regulation in erythroid progenitors after 5-FU treatment induces differentiation or proliferation of erythroid cells, in part, via the activation of GATA1 signaling pathway. 

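Gata1 (NM_008089) itself read 5959 in WT and 5889 in ESAM-KO, a log2 ratio of -0.34 after scaling and -0.02 without it. A list of 31 erythroid maturation genes had 29 members well above background on both arrays. Their median log2 ratio was -0.32 and their mean -0.51, and 22 of the 29 were lower in ESAM-KO, a number that was 15 without scaling. This median lay at percentile 0.080 of 10000 random lists of the same size matched on mean signal, which describes these 2 arrays and is not a test of genotype. The largest falls in the list were those of Slc4a1, with a log2 ratio of -2.87, and Trim10, with -2.31, among members measured on both arrays, whereas 1 measured member, Xk, was higher by more than 2-fold, at 1.06. For the 8 genes of heme biosynthesis, the median was -0.47, at percentile 1.16. Both medians moved toward 0 without scaling, to -0.0020 and -0.15, as this shifts all genes alike, and their percentiles were the same. The paper proposes that ESAM acts in part through activation of the GATA1 pathway. It draws this from its upstream regulator analysis, in which GATA1 was inhibited, and from the lower expression of genes downstream of Gata1. It also draws on Ikzf1, a negative regulator of erythrocyte formation that it reports as up-regulated. The upstream regulator analysis was not repeated here.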

The embryonic ectoderm development (*Eed*) is a subunit of the polycomb repressive complex 2. Furthermore, Xie reported that Eed-KO BM HSCs are defective in differentiation [26]. We found marked similarities between the gene expression profiles of ESAM-KO pre CFU-E and Eed-KO HSCs (S7 Fig) [26]. In summary, we conclude that the up-regulation of ESAM in early erythroid progenitors is necessary to trigger activation of various signaling pathways that are needed for stress-induced erythropoiesis (Fig 6F).

**Fig 6:**
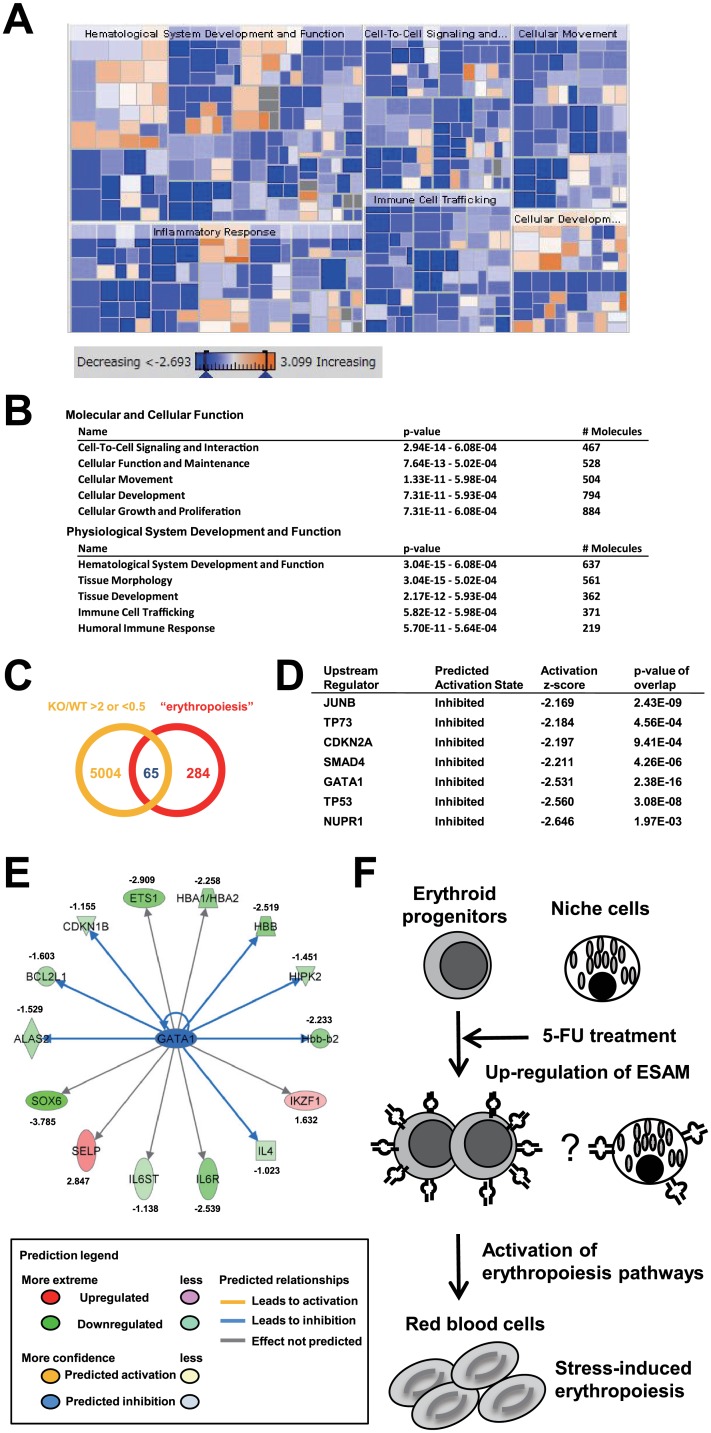
Differential gene expression in WT and ESAM-KO pre CFU-E fraction after 5-FU treatment. (A-E) WT and ESAM-KO mice were treated with a single 5-FU (120 mg/kg) injection and sacrificed 8 days after treatment. BM cells from each of the three mice were pooled and the cells in the pre CFU-E fraction were sorted. The extracted RNA samples were used to conduct microarray and bioinformatic analyses. Gene expression profiles of ESAM-KO pre CFU-E relative to its WT counterpart were evaluated. (A) As a result, a color-coded heat map analysis was obtained. This heat map allows for the visualization of the differential expression data of genes categorized by their functions using the Ingenuity Knowledge Base. The color bar indicates the *z*-score for each category: the strongest predicted increase (orange square) corresponds to *z*-score *>* 2, the strongest predicted decrease (blue square) corresponds to *z*-score *< –*2. Gray and white colors indicate categories with a –2 *< z*-score *<* 2 and without *z*-score, respectively. Larger squares indicate a more significant overlap among the genes altered in the dataset. In the heat map, the results of “hematological system development and function,” “inflammatory response”, “cell-to-cell signaling and interaction”, “immune cell trafficking”, “cellular movement”, and “cellular development” are shown. (B) The lists of differential expression data of genes categorized by their functions using the Ingenuity Knowledge Base. (C) Venn diagram of the 65 genes that are shared between the genes that have more than a 2-fold increased or decreased expression in ESAM-KO pre CFU-E compared to WT pre CFU-E, and the “erythropoiesis”-related genes. (D) The upstream regulator analyses were performed with respect to extracted genes in Fig 6C. The significantly altered upstream regulators are shown. (E) Genes downstream of *Gata1* are shown. Genes shown with green graphics are genes that are down-regulated, and those shown with red graphics are genes that are up-regulated in ESAM-KO mice. (F) A model of stress-induced erythropoiesis after 5-FU treatment is shown.

## Discussion

While hematopoietic progenitors maintain a continuous cellular turnover of mature blood cells under a homeostatic state, they start to proliferate more actively after marrow ablation. Proliferation of early erythroid progenitors is also observed after acute anemia resulting from bleeding or hemolysis [15, 17, 27]. Prompt erythroid recovery after a BM injury is essential to maintain sufficient oxygen delivery to tissues. In clinical practice, delayed erythroid recovery after chemotherapy or irradiation in patients necessitates frequent red blood cell transfusions, often leading to iron overload and the risk of life-threatening complications. Therefore, understanding the mechanisms through which erythroid progenitors compensate for acute anemia is very important. In the present study, we have demonstrated that ESAM deficiency delays erythroid recovery after 5-FU administration by damaging a broad range of erythroid progenitors. Furthermore, ESAM is up-regulated in various types of hematopoietic cells in the BM, which are likely involved in the activation of signaling and transcriptional pathways that are critical for regulating erythropoiesis.

Adult ESAM-KO mice are slightly anemic, but otherwise healthy under a homeostatic state; however, they experienced severe pancytopenia after 5-FU treatment (Fig 1A and [7]). PB analyses, flow cytometry, and colony forming assays for the BM and spleen cells revealed that ESAM expression is indispensable for the immediate recovery of erythroid progenitors after BM injury. Furthermore, we found that ESAM expression is inducible after 5-FU treatment in erythroid progenitors at various differentiation stages, even though under a homeostatic state those progenitors scarcely bear this surface molecule (Fig 5A–5D). We previously reported that ESAM expression in HSCs was remarkably increased after a 5-FU injection, reaching its maximum peak on day 5 [7]. ESAM was also significantly up-regulated in early erythroid progenitors during days 5–7 after a 5-FU injection (Fig 5C and data not shown). Therefore, an up-regulation of ESAM in hematopoietic stem/progenitor cells after myelo-suppression is considered vital for early erythroid recovery.

Transplantation analyses suggested that ESAM expression in hematopoietic cells, but not in the BM environment, is essential for erythroid recovery. Furthermore, when sorted MEPs from 5-FU-treated BM were subjected to colony assays, ESAM-KO mice showed reduced BFU-E formation activity compared to WT mice. Therefore, it is important to consider how the up-regulation of ESAM in hematopoietic cells contributes to erythroid recovery (Fig 6F). One possibility is that the up-regulated ESAM in hematopoietic stem/progenitor cells directly transduces signals that promote erythroid proliferation and differentiation. ESAM has a proline-rich domain in the cytoplasmic region, which can mediate the interaction with signaling proteins containing SRC Homology 3 domains [28]. Indeed, the cytoplasmic domain of ESAM is known to interact with membrane-associated guanylate kinase to activate RhoA [29]. Another possibility is that progenitor cells that exhibit ESAM up-regulation might be able to interact with their niche components more intimately and receive appropriate signals for erythropoiesis. A previous study showed that ESAM-overexpressing CHO cells tend to form cell aggregates, likely via homophilic interactions of ESAM proteins [28]. In this context, it is noteworthy that CD169^+^ macrophages in the BM also become ESAM-positive after 5-FU treatment because these macrophages are known to be critical for erythroid recovery from acute anemia or myeloablation [3]. Additionally, because erythroblastic islands of ESAM-KO mice were reduced in size (when compared with WT mice), ESAM might correlate with the interactions between erythroblasts and macrophages.

Our microarray analyses for the pre CFU-E fraction suggested that the expression levels of many genes related to “hematological system development and function”, “inflammatory response”, “cell-to-cell signaling and interaction”, “immune cell trafficking”, “cellular movement”, and “cellular development”, were decreased in the ESAM-KO mice (Fig 6A and 6B). Interestingly, all of the regulators identified by pathway analyses were inhibited in the ESAM-KO pre CFU-E (Fig 6D). GATA1 is a key transcription factor that activates various erythroid-specific genes during erythroid maturation [30]. Downstream of *Gata1*, some genes including hemoglobin alpha chain complex (*Hba*) and hemoglobin beta chain complex (*Hbb*), which encode globin proteins, were down-regulated in ESAM-KO mice, suggesting that ESAM deficiency negatively affects Hb synthesis after BM injury. 

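Of the alpha globin genes, Hba-a1 (NM_008218) read 69472 in WT and 18064 in ESAM-KO, a log2 ratio of -2.26, and Hba-a2 (NM_001083955) was 4.59-fold lower in ESAM-KO. Of the beta globin genes, Hbb-bs (NM_001201391) was at -2.52, Hbb-b2 (NM_016956) at -2.24 and Hbb-bt (NM_008220) at -1.61. All 5 stayed lower by more than 2-fold under each of the 12 other scalings, filters and probe summaries, and Hbb-bt came closest to the criterion, at -1.29 without scaling. These alternatives reuse the same arrays and do not address the purity of the sorts. Lower expression in pre CFU-E cannot be told apart here from RNA of later erythroid cells in the WT sort. Each of the 5 genes had a single probe, and these genes are near-identical copies whose probes can bind each other's cDNA, so that the values of single members are uncertain. The embryonic globin Hbb-y was near background, at 17.7 and 19.7, with a log2 ratio of -0.16.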

GATA1 is also required for the differentiation of the BFU-E stage to the CFU-E stage [31]. Thus, it is noteworthy that the number of CFU-E and c-Kit^-^ Ter119^+^ CD71^Hi^ mature erythroid progenitors was significantly lower in 5-FU-treated ESAM-KO mice compared to that in 5-FU-treated WT mice (Fig 3B and 3D).

Whereas *JunB*, *Tp73*, *Cdkn2a*, *Smad4*, *Tp53*, and *Nupr1* are known cell-cycle related genes, *JunB*, *Tp73*, *Cdkn2a*, and *Nupr1* are also reported to induce erythropoiesis [32–35]. JUNB, a member of the activator protein-1 family of transcription factors, induces erythroid differentiation with a slower rate of proliferation [33]. Tap73, a protein isoform from the *Tp73* gene, directly induces the transcription of the *Gata1* gene [34]. CDKN2A (p16), a member of the INK4 family, induces cell-cycle arrest or apoptosis, and promotes erythroid differentiation in erythroid lineage cells [35]. EPO induces the cell-cycle progression factor NUPR1 [32]. The roles of TP53 are not unidirectional in terms of erythroid differentiation. Artificial expression of TP53 induces erythroid differentiation in chronic myelogenous leukemia cells; it also induces cell-cycle arrest and anemia in disorders such as Diamond-Blackfan anemia and the 5q^-^ syndrome [36, 37]. In addition to the GATA1 pathway, our microarray data identified those critical regulators for erythropoiesis as the down-stream molecules of ESAM. 

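The pathway analysis infers the activity of a regulator from other genes, and the array also gives the mRNA of the regulators themselves. None of the 6 regulators other than GATA1 was past 2-fold. Junb had a log2 ratio of -0.72, Trp53 of -0.47 and Nupr1 of 0.22. Smad4 was at -0.01 and -0.31 in its 2 probes. Cdkn2a was near background, at 19.7 in WT and 18.0 in ESAM-KO, with a log2 ratio of -0.45. The probes of Trp73 that were well above background differed in direction, with 0.45 for the brighter and -0.36 for the dimmer.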

The similarities in the gene expression profiles of ESAM-KO and Eed-KO mice strengthen the conclusion that ESAM is a possible essential player in diverse pathways regulating erythroid differentiation and proliferation.

In summary, our data have shown that ESAM expression in hematopoietic cells plays essential roles in stress-induced erythropoiesis after a BM injury. Additionally, the up-regulation of ESAM in primitive erythroid progenitors is necessary for activation of differentiation- or proliferation-related genes that contribute to erythropoiesis. We are now investigating the expression pattern and function of the human ESAM in HSPCs (T. Ishibashi et al. manuscript in preparation). Additional research on the human ESAM will lay the foundation for clinical applications. Furthermore, in the field of regenerative medicine, ESAM-positive cells in combination with other specific markers will be useful to purify active erythroid progenitor cells.

## Supporting Information

S1 Fig Erythroblast subsets in steady state BM cells and splenocytes from WT and ESAM-KO mice. BM cells (A-B) and splenocytes (C-D) were isolated from WT and ESAM-KO mice to perform FACS analyses. (A, C) Representative FACS profile of BM cells (A) and splenocytes (C) stained with antibodies against Ter119 and CD71. In the right panel, Ter119^Hi^ cells were analyzed with respect to FSC. (B, D) In the left graph, the percentage of Ter119^Med^ CD71^Hi^ proerythroblasts (ProE.) in whole cells is shown. In the right graph, percentages of Ery.A (Ter119^Hi^ CD71^Hi^ FSC^Hi^), Ery.B (Ter119^Hi^ CD71^Hi^ FSC^Lo^), and Ery.C (Ter119^Hi^ CD71^Lo^ FSC^Lo^) erythroblast populations within Ter119^Hi^ cells are shown (BM; n = 5 in each, spleen; n = 4 in each). Data are shown as mean ± SEM. Statistically significant differences are represented by asterisks (*P < 0.05, ** *P* < 0.01).
(PDF) Click here for additional data file.

S2 Fig Erythroblast subsets in 5-FU-treated BM cells and splenocytes from WT and ESAM-KO mice. WT and ESAM-KO mice were injected with 150 mg/kg 5-FU. Then, 8 days after treatment, BM cells (A-B) and splenocytes (C-D) were isolated to perform FACS analyses. (A, C) Representative FACS profile of BM cells (A) and splenocytes (C) are shown. (B, D) In the left graph, the percentage of proerythroblasts (ProE.) in whole cells is shown. In the right graph, percentages of Ery.A, Ery.B, and Ery.C erythroblast populations within Ter119^Hi^ cells are shown (BM; n = 5 in each, spleen; n = 6 in each). Data are shown as means ± SEM. Statistically significant differences are represented by asterisks (*P < 0.05, ** *P* < 0.01).
(PDF) Click here for additional data file.

S3 Fig ESAM is unessential for erythroid proliferation after hemolytic anemia induced by PHZ administration. WT and ESAM-KO mice were treated with 40 mg/kg of PHZ intraperitoneally for 2 consecutive days (days 0 and 1) to then sacrifice the mice and analyze erythroid recovery at day 6 (n = 3 in each). (A) Hemoglobin concentration in PB is shown. (B) 1 × 10^5^ BM cells or splenocytes were plated for counting BFU-E. Each bar represents the number of BFU-E in BM (left graph) or spleen (right graph). (C) The number of c-Kit^-^ Ter119^+^ CD71^Hi^ cells in the BM (left graph) or spleen (right graph) are shown. Data are shown as mean ± SEM.
(PDF) Click here for additional data file.

S4 Fig The vulnerability of erythropoiesis in ESAM-KO mice is not due to hemolysis or insufficient production of EPO, SCF, or BMP-4. (A-F) Comparison analyses between WT and ESAM-KO mice treated with 150 mg/kg of 5-FU were performed. Serum total bilirubin (T-bil) (A) and serum erythropoietin (EPO) (B) were evaluated (n = 3 in each). T-bil was analyzed using Vetscan VS2 and serum EPO was analyzed by BML, INC. (C) Pre CFU-E progenitor cells were sorted from pooled BM cells (two mice in each), and gene expression levels of *EpoR* were evaluated. (D) Femurs were flushed with 0.3 mL of PBS. Cells were lysed by a freeze and thaw cycle. Cell debris was removed by centrifugation. Then, the concentration of SCF in the BM was analyzed using a mouse SCF ELISA kit. (E-F) Expression levels of *SCF* (E) and *Bmp-4* (F) in BM cells and splenocytes are shown. (C, E-F) RNA samples were isolated using a PureLink RNA Mini Kit. Reverse transcription reactions were performed using a High Capacity RNA-to-cDNA Kit. Relative expression of each gene relative to GAPDH were evaluated according to the Taqman Gene Expression Assay Protocol. (A-B, D-F) Data are shown as mean ± SEM. Statistically significant differences are represented by an asterisk (*P < 0.05).
(PDF) Click here for additional data file.

S5 Fig ESAM is up-regulated on HSPCs after total body irradiation. ESAM expression levels on BM LSK fractions from C57BL/6 WT mice after 5.5Gy total body irradiation (TBI) were examined using a FACS analysis. Each panel shows a representative histogram of ESAM expression level on LSK at day 0 (control), 4, and 8 after TBI. Dashed lines show background levels with an isotype control Ab. Tinted lines show ESAM expression levels of LSK after TBI. The solid line, which represents ESAM expression levels at day 0 is added to each panel. Upper and lower numbers in each histogram indicate the percentages of ESAM^+^ and ESAM^Hi^ cells, respectively.
(PDF) Click here for additional data file.

S6 Fig ESAM^+^ MEP fraction contains a substantial number of primitive progenitor CFU-Mix. ESAM^-^ or ESAM^+^ MEPs were sorted from C57BL/6 WT mice under steady state or 8 days after 150 mg/kg of 5-FU injection. Then 1,500 cells were plated in methylcellulose media, Methocult GF M 3434. Under the steady state, an ESAM^+^ MEP population could not be detected. After 10 days, CFU-Mix colonies were enumerated according to shape and color under an inverted microscope (n = 3 in each). N.D. means “not done”. Data are shown as mean ± SEM. Statistically significant differences are represented by an asterisk (** *P* < 0.01).
(PDF) Click here for additional data file.

S7 Fig Changes in gene expression resulting from ESAM deficiency correlates with those resulting from Eed deficiency. Genes that were differently expressed between WT and ESAM-KO pre CFU-E (Bioset 1) were compared with those in WT and Eed-KO HSCs (Bioset 2) using the NextBio software. The Bioset 2 was extracted from the GEO experiment accession number GSE 51084. (A) Venn diagram shows the number of common and unique genes in both sets. (B) Significance of the overlap between 2 gene subsets. The scale bar indicates–log (p-value). The comparison shows a positive correlation between these 2 biosets.
(PDF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

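Pre CFU-E sorted after 5-FU from WT mice and from ESAM-KO mice were measured on 1 array per genotype, each with RNA pooled from 3 mice, amplified and labelled with Cy3. The authors deposited the output of Agilent Feature Extraction 10.10.1.1 for each array, which gives the intensity of every spot after background subtraction and detrending within the array, together with flags for outliers, saturation and signal well above background. The deposited series table holds the same intensity rounded to 3 significant digits, without scaling between arrays. The paper's text states that values were normalized and compared by a 2-fold criterion, and names no method of scaling and no filter on dim probes. Both arrays were on the same slide and in the same scan, and with 1 array each no block could be fitted.

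The log2 of the processed intensity minus the 75th percentile of its array was used throughout. Control spots were left out, as were 254 spots marked as outliers by the scanner software on either array. Spots of one probe were averaged on the log2 scale, and 399 probes were present as 10 spots. A probe counted as well above background where more than 50% of its spots did, a rule chosen after the files were examined. Where it did so on one array only, the ratio is a bound, as defined above, and counts as past 2-fold only if the bound is. Its lowest signal was taken over probes whose spots were all well above background. That detail, and that the mean of probes keeps a bound as a bound, were set after values had been seen. No ratio is given where neither array was well above background or where the bound was under 1-fold, which was the case for 102 genes. The design had assumed a gene name for each probe, but the files hold accessions. These were matched without versions to RefSeq accessions of assembly GRCm38.p6, used for names only, which named 48.9% of the probes and 26083 of the 26536 probes with an NM accession. Probes without a name stayed out of the gene counts. The gene symbols are those of that table and can differ from those of the article, so that the probe of NM_008220 is called Hbb-bt.

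The rule for the genes named in the text was fixed before the data were examined. It gives Esam, the genes of Fig 6D and Fig 6E and of the text on the array, Epor, the sort markers Kit, Eng, Slamf1, Itga2b, Ly6a, Fcgr3 and Fcgr2b, and the 5 largest rises and falls among genes with at least 2 probes well above background on both arrays that all moved in the same direction. The Hbb genes among them are Hbb-bs, Hbb-bt and Hbb-b2. The 16 gene lists were also fixed then, as whole lists (heme biosynthesis, globins, erythroid maturation, stem and early progenitor, megakaryocyte, neutrophil, macrophage, mast cell with basophil and eosinophil, B cell, T and NK cell, endothelial, proliferation, p53 targets, immediate early, housekeeping and sex). The erythroid maturation list fixed then also named Ahsp, which is not among the 31 genes used here. The median log2 ratio of each list was placed among 10000 random lists of the same size, matched on mean signal in 20 bins. Only genes well above background on both arrays entered, and at least 3 were needed. Members of the lists named one by one were picked after their values were seen. The values of some members of the lists are not reported here. Agreement between probes of a gene was compared with 1000 random pairings.

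The alternatives were other scalings (median, 75th percentile of the probes above background, none, quantile, cyclic loess), normexp with an offset of 50, the series table, other filters on dim probes, outlier spots kept, the mean of the probes or any probe of a gene, a signal floor in place of the bound, and thresholds of 3-fold and 4-fold. The normexp alternative had been written for mean spot signals, which the files do not hold, and used median spot signals. No spot was saturated, so leaving out saturated probes was not applicable. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and R 4.3.3 with limma 3.58.1, were used. The counting and the random lists were tested on simulated data made from the WT array. For the simulated comparison over 20660 genes, 192 of 200 genes changed 4-fold were recovered and 0 of 20460 unchanged genes were called. The simulated noise was that of independent spots, the same at every signal and small against the 2-fold threshold. Unchanged genes not well above background on the WT array were kept undetected on the simulated one. The 0 calls were therefore set by the simulation, which checks the code and not the rate of false calls in the data. It does not cover noise from amplification. The number of arrays limits the precision of every value. The knowledge base of the pathway analysis and the Eed-KO profiles of S7 Fig were not used here.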

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

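The test in this part was chosen after the result was seen. The article does not discuss the probes that the files name by a genomic region and strand in place of a transcript accession, and the files give no gene for them. Of 16193 such probes, 9724 had a ratio. The signal was higher in ESAM-KO than in the WT control by more than 2-fold for 1196 of them and lower for 662. The split moved with the scaling, to 998 higher and 839 lower when each array was set to its median, and to 1890 higher and 384 lower without scaling, and normexp with quantile normalization left 280 higher and 180 lower. Noise of dim probes would concentrate the calls among the dimmest probes. Of the 7797 region-named probes well above background on both arrays, 656 were higher and 474 lower by more than 2-fold. Their share past 2-fold was 13.1% in the dimmest quartile of signal, 22.2% and 16.6% in the next and 6.00% in the brightest. The brightest-to-dimmest ratio of 0.457 decides neither for nor against that noise. Calls that rest on a bound were not in these shares, so noise in those calls was not tested. With 1 array per genotype, a difference between the pools and one due to ESAM deficiency cannot be told apart, and no probe is singled out.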

How the results depend on the processing

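Counting the most extreme spot and counting unnamed accessions were chosen after the data were examined, and the other alternatives before. For the number of genes past 2-fold, 2181, the scalings, the series table, outlier spots kept, genes above background on both arrays, the mean of probes, any probe and the signal floor all gave a number within 1.5 times of it, between 1590 and 2795. It was 722 with normexp and quantile normalization, 4108 with no detection filter, 821 at 3-fold and 449 at 4-fold. It was 5287 with the single most extreme spot of each gene and no filter, and 3694 with unnamed accessions counted as genes. Normexp adds an offset that shrinks the ratios of dim probes, and the threshold and filter act on the count by construction. Of the 2181 genes, 1718 were also past 2-fold without scaling and 714 with normexp.

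The genes higher in ESAM-KO, 989, became 1805 without scaling, 236 with normexp, 1800 with no detection filter, 659 when both arrays had to be above background, 2384 with the most extreme spot and 1864 with unnamed accessions. The genes lower in ESAM-KO, 1192, became 729, 486, 2308, 2903 and 1830 under the same settings without the both-array filter. The share of lower genes among those past 2-fold, 54.7%, was 28.8% without scaling, 66.9% with median scaling and 67.3% with normexp. The median of all genes moved by 0.32 without scaling, by -0.13 with median scaling, by -0.12 with no detection filter and by -0.18 with the most extreme spot, and by less than these under the remaining settings.

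Esam, at -0.73, was within 2-fold and lower in ESAM-KO under all 12 alternatives, and moved most without scaling, to -0.41, and with normexp, to -0.26. The genes of Fig 6E lower by more than 2-fold numbered between 8 and 11, and 12 with the most extreme spot. The erythroid maturation median, -0.32, was -0.45 with median scaling, -0.46 with the mean of probes and -0.0020 without scaling, and that of heme biosynthesis, -0.47, was -0.15 without scaling. These shifts without scaling and with median scaling follow the shift of all genes. For the mean of probes the cause was not tested. Of the 13 other lists with a median, 5 lay among the outer 2.5% of the random lists on either side, and between 4 and 6 did so under the alternatives. The share past 2-fold in the dimmest quartile, 17.9%, was 1.49% with normexp, and that in the brightest stayed between 2.28% and 2.63%. Agreement of the probes of genes past 2-fold, 60.7%, was 66.7% for genes with signal above the median, where random pairing gave 46.3%.

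Over the other 40 named genes with a ratio and their alternatives set before the data were examined, 405 of 476 values moved by less than the scanner software's error and 71 by more, and no gene past 2-fold changed direction. For the other lists, 134 of 156 medians moved by less than the SD of the random lists. Signal over background limits what can be said of 6414 genes, for which no ratio is given. No paired analysis was possible because each genotype has 1 array.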

Differences from the paper's values

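The number of genes past 2-fold was 2181, whereas the paper's is about 5100 in Fig 6C, read by eye. Of the alternatives set before the data were examined, only leaving out the detection filter, with 4108 genes, came within 1.5 times of it. The other scalings, normexp, the series table, the both-array filter, outlier spots kept, the mean of probes, any probe and the signal floor did not. Counting the single most extreme spot of each gene with no filter, an alternative chosen after seeing the values, gave 5287, and counting unnamed accessions as genes, also chosen then, gave 3694.

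For Ets1, the log2 ratio was -2.35, whereas the paper's is about -2.9 in Fig 6E. For Hipk2, it was -1.02, whereas the paper's is about -1.5. None of the alternatives set before the data were examined that give a value per gene came within the scanner software's error of the figure's for either gene, and counting any probe of a gene gives no such value. The dimmer probe of Hipk2 lies within that error. The single most extreme spot, chosen after seeing the values, gave -2.91 for Ets1, at a probe not well above background in ESAM-KO, and -1.45 for Hipk2. For Ikzf1, the log2 ratio was -0.56, whereas the paper's is about 1.6 and the text states that Ikzf1 was up-regulated. The second probe named for Ikzf1 was at 0.04, and at 0.36 without scaling, both within 2-fold. For the brighter probe and the mean of both, the alternatives that give a value per gene left it below 0, and probes without a gene name were not searched for Ikzf1.

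Of the 14 genes of Fig 6E, the values here lay within 0.06, a tolerance also set after seeing the values, of those printed in the figure for 7 (Hba-a1, Hbb-bs, Hbb-b2, Il6st, Alas2, Bcl2l1 and Cdkn1b), and the single most extreme spot of the gene, chosen after seeing the values, for 13, all but Ikzf1. The figure shows Il4 as down-regulated. Here Il4 was not well above background on either array and has no ratio. Its most extreme spot, 1 of 10, was at -1.03, and the mean of all its spots was at -0.02. The figure shows Selp as up-regulated by several-fold, and here the bound was a log2 ratio of 0.33. It was past 2-fold with no detection filter, at 1.29, and with the signal floor. The most extreme of its 10 spots, at 2.84, carries the scanner's outlier flag.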

Other observations

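The tests of dim-probe noise, probe noise and sex for the genes past 2-fold were fixed before the data were examined. The test of reading noise and those of the neutrophil and globin genes were chosen after the results were seen. The share of genes past 2-fold was 17.9% in the dimmest quartile of signal, 19.1% and 10.8% in the next quartiles and 2.63% in the brightest. The brightest-to-dimmest ratio of 0.147 lies between what noise of dim probes and its absence had been set to predict, and the share did not fall from the dimmest quartile to the next, where such noise would lower it. Reading noise of single spots does not account for the calls, since among probes present as 10 spots in the dimmest quartile only 1.08% of the spots lay more than 2-fold from the mean of their probe. The probes of a gene past 2-fold all moved in the same direction for 60.7% of genes, above every one of 1000 random pairings, the highest of which reached 57.0%. Over all 3056 genes with more than 1 such probe, past 2-fold or not, the share was 58.1%, against 45.7% for random pairing, so that genes past 2-fold stood little above genes in general. Probe noise is therefore not the whole cause, but in the remaining genes at least 1 probe went the other way, so that a single probe past 2-fold is weak evidence for its gene. Noise from amplification was not tested, and noise of dim probes stays open for part of the calls. A different sex of the mice is argued against by Xist, at 10041 in WT and 10827 in ESAM-KO with a log2 ratio of -0.21, and by Ddx3y, Eif2s3y, Kdm5d and Uty, which were not above background on either array.

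The largest change in the lists fixed before the data were examined was in the neutrophil list, which the paper does not report. Its 15 genes measured on both arrays had a median log2 ratio of -3.30, below every one of 10000 random lists matched on signal. S100a9 fell from 31988 to 6901, Lcn2 from 9604 to 1057, Ngp from 5836 to 706.0, Mpo from 1703 to 149.9 and Ctsg from 1373 to 66.6, whereas Csf3r, the exception, had a log2 ratio of 0.28. No gene of the list is in another list. Scaling between the arrays is argued against by the smallest fall of the median under any scaling or background correction, -2.46. Noise of dim probes is argued against by the 9 members with signal above the median, with a median of -3.37. A lower purity of the WT sort for every other cell type would lower the markers of every other cell type alike. The macrophage median, 0.12, and the T and NK cell median, 0.11, differed from the neutrophil median by more than the SD of random lists. They do not decide against such impurity, because only genes measured on both arrays entered and some were near the lowest signals. Fcgr1, the macrophage median, read 19.3 in WT and 26.2 in ESAM-KO. The mast cell, basophil and eosinophil list, at -2.10, and the B cell list, at -0.99, fell. Members of the macrophage and T and NK cell lists went both ways, with Vcam1 at -2.88 and Il2rb at -2.01, but C1qa at 1.19. Among members with a bound, Cd3d was at least 3.75-fold lower, and Ctss and Axl were at least 2.41-fold and 3.85-fold higher. Granulocyte RNA in the WT sort, in larger amount than in the ESAM-KO sort, is a candidate explanation. The other 2 listed genes, Cebpe and Mmp9, were not well above background on the ESAM-KO array and were at least 6.84-fold and at least 8.94-fold lower. The level proper to pre CFU-E is not known for any of these genes. Such RNA would lower nearly all members together, and 14 of the 15 measured on both arrays fell by more than 2-fold, but that test uses the genes that define the pattern. It cannot be told apart from a change of these genes within pre CFU-E, because each genotype has 1 sorted pool. An effect of ESAM deficiency was not tested apart from these.

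The mast cell, basophil and eosinophil list, with 6 genes measured on both arrays, had a median of -2.10, from Prg2 (-3.76), Epx (-4.24) and Ear1 (-4.33), genes of eosinophils, while Hdc and Tpsb2 did not fall. Of the members with a bound, Ear2 and Prss34, a gene of basophils, were at least 9.12-fold and at least 7.54-fold lower, and Ms4a2 was at least 2.61-fold higher. Its median was -0.30 with no detection filter. The B cell list had a median of -0.99 over 5 genes, at percentile 1.07. Among its members with a bound, Igll1, Ebf1, Vpreb3 and Blnk were at least 5.97-fold, 3.29-fold, 2.70-fold and 2.27-fold lower. RNA of B cells or eosinophils in the WT sort, beside that of granulocytes, was not tested and stays open. The medians of the endothelial (-0.32), stem and early progenitor (0.01), megakaryocyte (0.32), proliferation (0.06), immediate early (-0.01) and housekeeping (0.08) lists lay between percentiles 11.5 and 93.6, and that of the megakaryocyte list at 98.7 with the mean of probes. The endothelial median moved to 0.11 with no detection filter and to -0.04 with the mean of probes. Of the stem and early progenitor members with a bound, Hlf and Mecom were at least 7.58-fold and 2.09-fold higher, and Ly6a was at least 5.79-fold lower. The p53 target list had a median of 0.41, at percentile 99.1 and at 94.95 with normexp, while its member Cdkn1a, named after its value was seen, went the other way, at -1.74. The means of the stem and early progenitor (-0.04), macrophage (-0.05), T and NK cell (-0.03) and immediate early (0.06) lists have the opposite sign to their medians. The sex list had too few measured genes for a median.

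The 4 globin genes of their list measured on both arrays had a median of -2.22, and its smallest fall under another scaling or background correction was -1.90, which argues against the scaling as the cause. RNA of later erythroid cells in the WT sort may contribute, and would lower late erythroid genes with the globins. The erythroid maturation median was -0.32, and 6 of its 29 measured genes were lower and 1 was higher by more than 2-fold, while of the abundant members Slc4a1 fell from 17035 to 2904, and Hemgn, Car1 and Car2 stayed within 2-fold. Epb42, not well above background on the ESAM-KO array, was at least 12.9-fold lower. These values do not decide between such RNA and lower expression in the sorted cells, and they cannot be told apart here.

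Epor, which the paper measured by PCR in another experiment at another dose, had a log2 ratio of -0.10, and 0.22 without scaling. Eed was at 0.48. Of the sort markers, Kit was at -0.36, Eng at -0.80, Slamf1 at 0.05, Itga2b at -0.59 and Fcgr3 at -0.17, and Fcgr2b was not well above background on either array. Ly6a, which encodes Sca1, a marker used to exclude cells, read 61.1 in WT and was at least 5.79-fold lower in ESAM-KO, where it was not well above background, and within 2-fold with normexp, at a log2 ratio of -0.78.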
